A study of Mus musculus with 8 samples.

How the data were processed

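The samples were lung neutrophils of C57BL/6J mice, taken 24 hours after challenge with the mould *Aspergillus fumigatus* and sorted into cells engaged with the fungus and bystander cells, per the labels. Per the labels' protocols, total RNA was amplified with the SMART-Seq v4 low-input kit, and libraries were made with the KAPA Hyper Prep kit. The aligner, the counting program, the genome build, the annotation release, the scaling method and whether the counting used strand are not given in the sources used here. Molecular identifiers are not mentioned in the labels, so reads copied during amplification were not separated from reads of different molecules.

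Groups were taken from the sample descriptions, which match the column names of the deposited table and give 4 bystander and 4 engaged samples numbered by experiment from 1 to 4. The labels contradict each other: the titles order the groups differently from the descriptions, and the source names call all 8 samples bystander. Titles and descriptions both give 4 samples per group, so the contradiction concerns which accession a column belongs to. The groups rest on the column names, and no expression value was used to assign a sample to a group.

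The deposited table held 16119 gene rows with Ensembl identifiers and symbols, and 8 columns of values, all of which were mapped to samples. The values are a signal per gene, namely read counts that the authors had divided by a scaling factor per library before they deposited them, as read from the values themselves. In experiments 1 and 2 every value was a whole multiple of a fixed step per column (100% of values within 0.02 reads), so the whole reads could be recovered by division. In experiments 3 and 4 the lowest value was 1, and after subtraction of an offset of 1 the bystander columns were again whole multiples of a step (100%). The engaged columns of experiments 3 and 4 were not: 7.24% and 8.09% of their values fitted a step, while all 6858 and 6782 values up to 100 that were tested fitted sums of 2 steps within 1e-06, against 0% of the values in the bystander columns of the same experiments for the same pairs of steps. These 2 columns are therefore treated as means of 2 scaled libraries each, which is read from the values and not stated in the labels. Each still counted as 1 replicate, and its spread can be smaller than that of a column from 1 library.

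Experiments 1 and 2 had been scaled and filtered separately from experiments 3 and 4. Values were present in all 8 columns for 14257 genes, only in experiments 1 and 2 for 1053, only in experiments 3 and 4 for 573 and in no column for 236. A further trace of separate handling was that 20 symbols had become 5-digit numbers, as spreadsheet programs make of gene names that look like dates, and all 20 of these rows had values only in experiments 3 and 4. Gene levels are not comparable between the pairs of experiments, but each experiment holds a bystander and an engaged sample, so every contrast is balanced over them. Since the table was put together from separately scaled parts, ratios within each experiment and fits within each pair of experiments are given beside the pooled values.

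The depth was taken from the recovered reads over the listed genes: 22.3, 19.96, 35.2 and 35.2 M reads (M, 1e+06) for bystander 1 to 4, and 36.1, 37.6, 69.5 and 70.3 M reads for engaged 1 to 4, the last 2 being sums over the 2 libraries behind each column. These totals cover the listed genes only. PCR copies are not independent molecules, so these totals limit counting error only.

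The offset was removed, and values were analysed as log2(scaled count + 1), with a pseudocount of 1. Fold changes on this scale understate the change of low genes. Genes with values in all 8 columns and a mean scaled count of at least 10 were tested, 12150 in all. The planned test was edgeR for a table of counts or limma for normalised values, and limma (version 3.58.1, R 4.3.3) with a trended prior variance was the test this unit required. It compared the 4 engaged with the 4 bystander samples without a term for the experiment, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. The filter, the removal of the offset and the recovery of reads were chosen after the values were examined. The comparison, the gene and marker lists, the rule for the genes named and most of the alternatives were chosen before the data were examined. The tests of the difference between the pairs of experiments (limma interaction term, and camera on it for the marker lists) were added afterwards.

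The labels number the experiments in both groups. Deviations of the samples from their group means correlated across genes within every experiment, with r = 0.72, 0.58, 0.68 and 0.72 for experiments 1 to 4, so the numbers were taken to pair the samples. With the mean of each pair of experiments removed as well, r was -0.09 for experiments 1 and 2 and 0.31 for experiments 3 and 4, which places most of the pairing between the separately scaled parts of the table. A fit with the experiment as a block was planned as the alternative, and its value stands beside a result wherever it changes a call. The fold change is the same in both fits, because each experiment contributes a sample to each group. Only the error differs.

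Gene lists were tested with camera at a preset inter-gene correlation of 0.01, two-sided and adjusted over the 11 lists tested. The rotation test fry and camera with an estimated correlation served as alternatives. The lists were lysosomal hydrolases and cofactors, lysosomal membrane proteins, subunits of the vacuolar proton pump (V-ATPase), autophagy and mTORC1 nutrient sensing, these 4 together (called the CLEAR list, after the network of lysosomal genes under the transcription factors TFEB and TFE3), NADPH oxidase, the Dectin-1/CARD9 pathway, inflammatory cytokines and NF-kB targets, interferon-stimulated genes, neutrophil granule proteins and glycolysis. A further 9 lists held markers of neutrophils, monocytes or macrophages, alveolar macrophages, dendritic cells, lymphocytes, lung epithelium, endothelium or stroma, erythroid cells or platelets, and sex. None of the 5 sex genes could be tested, so that list gave no value. Lists share members: *Atp6v0d2* is among the V-ATPase and the alveolar macrophage genes, *Cybb* among the NADPH oxidase and granule genes, *Mmp9* among the granule genes and the neutrophil markers, and *Clec4d* among the Dectin-1/CARD9 genes and the neutrophil markers. A score for the CLEAR list was the mean of its log2 values per sample and was compared by an exact permutation test.

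The genes named are *Tfeb*, *Tfe3*, *Mitf*, *Tfec*, *Clec7a* and *Card9* whatever their values, the 5 genes with the largest changes each way among those past the threshold with a mean log2 level of at least 3 and the same direction in all 4 experiments, the 5 genes of the CLEAR list with the smallest p-values, and the gene with the smallest p-value in each other list. Coordinates and gene classes come from GENCODE M21 on GRCm38, matched on the Ensembl identifier without its version. This matched 99.7% of the rows, and 69.9% matched with the version. The build used by the authors is not given in the sources used here, so the coordinates describe the gene and not the intervals in which reads were counted. Of the 29 genes named, 9 overlap another annotated gene, in each case on the opposite strand, and reads over such overlaps are uncertain because the use of strand in counting is not given.

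Alternatives were DESeq2 (version 1.42.0), limma-voom and edgeR (version 4.0.16) on recovered reads, with the reads of the averaged columns taken as sums over their 2 libraries; rescaling by median ratios or upper quartiles; other filters and pseudocounts of 0.1 and 5; the block; and each library left out in turn. Stricter thresholds (an adjusted p under 0.01, or limma's treat for changes above 1.5-fold) and a correction of each ratio for GC content and transcript length (loess, span 0.5, in the blocked fit) were also run. Added after seeing the data were edgeR on recovered reads, the offset left in, a term for the pair of experiments, each pair of experiments alone, the blocked fit without each experiment, the blocked fry and estimated-correlation tests and the blocked GC and length correction. The recovered counts are exact for 6 of the columns only, so the count tests are alternatives.

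The fits were tested on simulated data for engaged against bystander with 200 of 12150 genes changed and noise as in the data. With 4-fold changes limma without a block recovered 23.0% of the changed genes and limma with the block 78.0%, of whose calls 7.69% were false. With 2-fold changes the recovery was 0% without and 27.5% with the block. No call had the wrong sign. The simulated noise was estimated with the block. In the data 517 genes were called without and 2738 with the block, more than the 200 changed in the simulation. An adjusted p depends on the share of changed genes, so these recoveries do not give the power in the data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.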

Results

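RNA was sequenced from neutrophils, which are phagocytes of the innate immune system, sorted from the lung 24 hours after *Aspergillus fumigatus* challenge of C57BL/6J mice. In each of 4 experiments the sorted cells gave a bystander sample and a fungus-engaged sample, so that there were 4 samples per group. The recovered reads over the listed genes ranged from 19.96 to 37.6 M reads (M, 1e+06) in the 6 columns that hold 1 library and were 69.5 and 70.3 M reads in the engaged columns of experiments 3 and 4, which each average 2 libraries. Values are read counts scaled per library and are given as log2(scaled count + 1) unless stated otherwise. The comparison of engaged with bystander cells asks which genes differ between neutrophils that met the fungus and bystanders from infected lungs. The study concerned the gene network of the transcription factors TFEB and TFE3 downstream of the fungal receptor Dectin-1 and its adaptor CARD9. Coordinates are those of GENCODE M21 on GRCm38.

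The samples separated first by experiment. The first principal component held 60.6% of the variance and parted experiments 1 and 2 from experiments 3 and 4, whose columns had been scaled separately. The second held 20.1% and parted the engaged from the bystander samples in all 4 experiments. The median absolute difference of a gene's level between these pairs of experiments was 0.77 on the log2 scale, against a median absolute engaged change of 0.44. Ferritin heavy chain (*Fth1*) took between 2.60% and 7.45% of the scaled counts per column, and the 10 highest genes took between 12.7% and 17.3%.

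**Figure D1:**
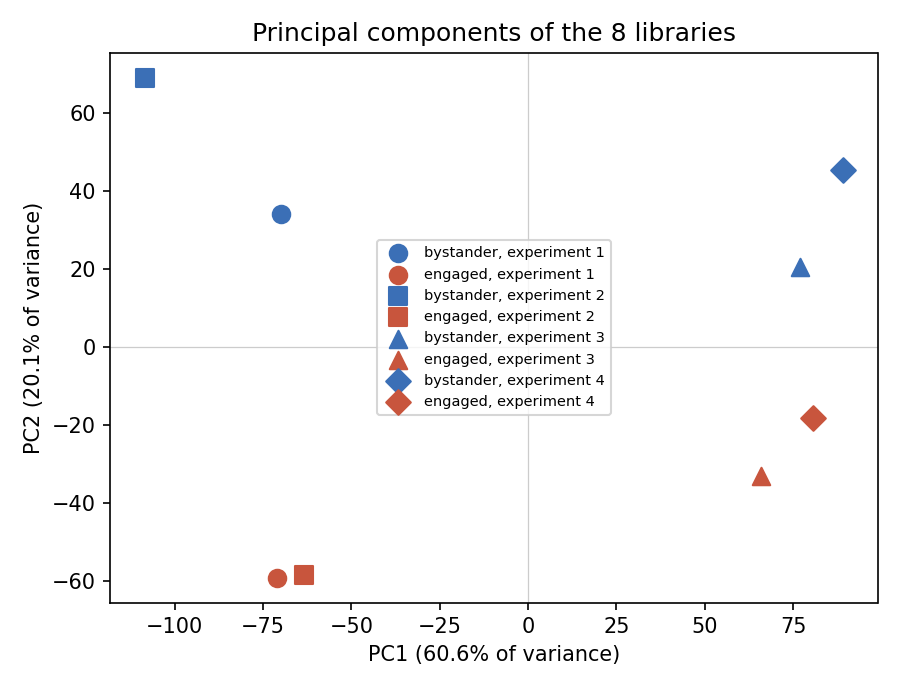
Scatter of the 8 samples on the first and second principal components of log2(scaled count + 1) over 12150 genes, with the group as colour and the experiment as marker shape. The horizontal axis (60.6% of variance) separates experiments 1 and 2 from 3 and 4, and the vertical axis (20.1%) separates the 4 bystander samples, all above 0, from the 4 engaged samples, all below 0.

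Of the 12150 genes tested, 517 differed between the groups at an adjusted p under 0.05 (limma, no block), with 276 higher and 241 lower in engaged cells. All 517 moved in the same direction in each of the 4 experiments. The smallest adjusted p was 0.0163, and 2272 genes had an unadjusted p under 0.05. With the experiment as a block, limma called 2738 genes, 1408 higher and 1330 lower, and these included all 517. The count without a block depended on individual libraries. It was 0 when bystander 1, bystander 4, engaged 1, engaged 2 or engaged 3 was left out, with between 1792 and 1998 genes at an unadjusted p under 0.05, and it was 193 without bystander 2, 443 without bystander 3 and 467 without engaged 4. In the blocked fit, leaving out an experiment gave between 1394 genes (without experiment 1) and 2486 genes (without experiment 2). The alternative that moved the count most upward was a term for the pair of experiments, with 3128 genes. In the fit without a block, thresholds of 0.01 on the adjusted p or of a 1.5-fold change (treat) left 0 genes (943 at an unadjusted p under 0.05 for treat). With the block the smallest adjusted p was 0.000363 (limma). DESeq2 on recovered reads called 1625 genes, edgeR 634 and limma-voom 675. Over all tested genes, 5372 (44.2%) moved in the same direction in all 4 experiments, where chance gives 1 in 8.

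Within the separately scaled parts, limma called 2026 genes in experiments 1 and 2 alone (925 higher, 1101 lower) and 667 in experiments 3 and 4 alone (424 higher, 243 lower). Both parts called 415 genes, 412 of them in the same direction. The log2 changes of experiments 1 and 2 correlated with those of experiments 3 and 4 with r = 0.42 across genes, which are not independent replicates. A test of the difference between the parts called 135 genes (limma interaction term, adjusted p under 0.05). Their ratio of engaged to bystander was higher in experiments 3 and 4 for 128 and lower for 7.

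The members of the MiT/TFE family, to which TFEB and TFE3 belong, did not move together in this comparison. *Tfeb* (ENSMUSG00000023990, chromosome 17, 47737030 to 47792419, plus strand) was higher in the engaged sample of every experiment, with a log2 change of 0.97 ± 0.19 (SD of the ratios, n = 4 experiments). The ratios were 0.74, 1.12, 0.88 and 1.13. Scaled counts averaged 3599 in bystander and 6808 in engaged samples of experiments 1 and 2, and 7993 and 15989 in experiments 3 and 4. Against the spread among all samples this change of *Tfeb* did not pass the threshold (limma, no block, SE 0.44, adjusted p 0.287). Within experiments it did (limma, block, SE 0.16, adjusted p 0.00416), and it also did in experiments 1 and 2 alone (adjusted p 0.0477, limma) and in experiments 3 and 4 alone (adjusted p 0.0418, limma). In edgeR on the reads of experiments 1 and 2 the adjusted p of *Tfeb* was 0.0515.

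*Tfe3* (ENSMUSG00000000134, chromosome X, 7762560 to 7775202, plus strand) did not differ between the groups. Its log2 change was -0.00 ± 0.50 (SD, n = 4 experiments), with an adjusted p of 1.00 (limma, no block) and 0.999 (limma, block). The ratio was 0.70 in experiment 2 and -0.01, -0.28 and -0.41 in experiments 1, 3 and 4. *Mitf* (ENSMUSG00000035158, overlapped by a pseudogene on the opposite strand, chromosome 6, 97807052 to 98021349) changed by 0.55 ± 0.57 and *Tfec* (ENSMUSG00000029553, chromosome 6, 16833373 to 16898441) by 0.45 ± 0.85 (SD, n = 4 experiments), neither past the threshold in the fit over all experiments (limma adjusted p 0.382 and 0.823 without and 0.121 and 0.337 with the block). *Tfec* changed by 1.12 in experiments 1 and 2 alone (limma adjusted p 0.0331) and by -0.22 in experiments 3 and 4 alone (adjusted p 0.711), a difference that was not past the threshold when tested itself (interaction, adjusted p 0.168).

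*Clec7a*, which encodes Dectin-1 (ENSMUSG00000079293, chromosome 6, 129461591 to 129472779, minus strand, classed in the annotation as a polymorphic pseudogene), was among the higher genes, at scaled counts between 35029 and 64595. It changed by 0.22 ± 0.30 (SD, n = 4 experiments), which was within the spread (limma adjusted p 0.780 without and 0.473 with the block). *Card9* (ENSMUSG00000026928, chromosome 2, 26352176 to 26360918, minus strand, overlapped by a transcript on the opposite strand) was lower in the engaged sample of all 4 experiments, by -0.94 ± 0.66 (SD, n = 4 experiments). This passed the threshold with the block (limma adjusted p 0.0439) and not without it (0.299). The call with the block was lost without experiment 1 (adjusted p 0.203, limma) or experiment 2 (0.136), and edgeR with the block gave 0.0560. In experiments 1 and 2 alone *Card9* passed (limma adjusted p 0.0147, edgeR 0.0120). The ratios of *Card9* were -1.60 and -1.41 in experiments 1 and 2 and -0.31 and -0.44 in experiments 3 and 4, a difference not past the threshold (interaction, adjusted p 0.209).

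**Figure D2:**
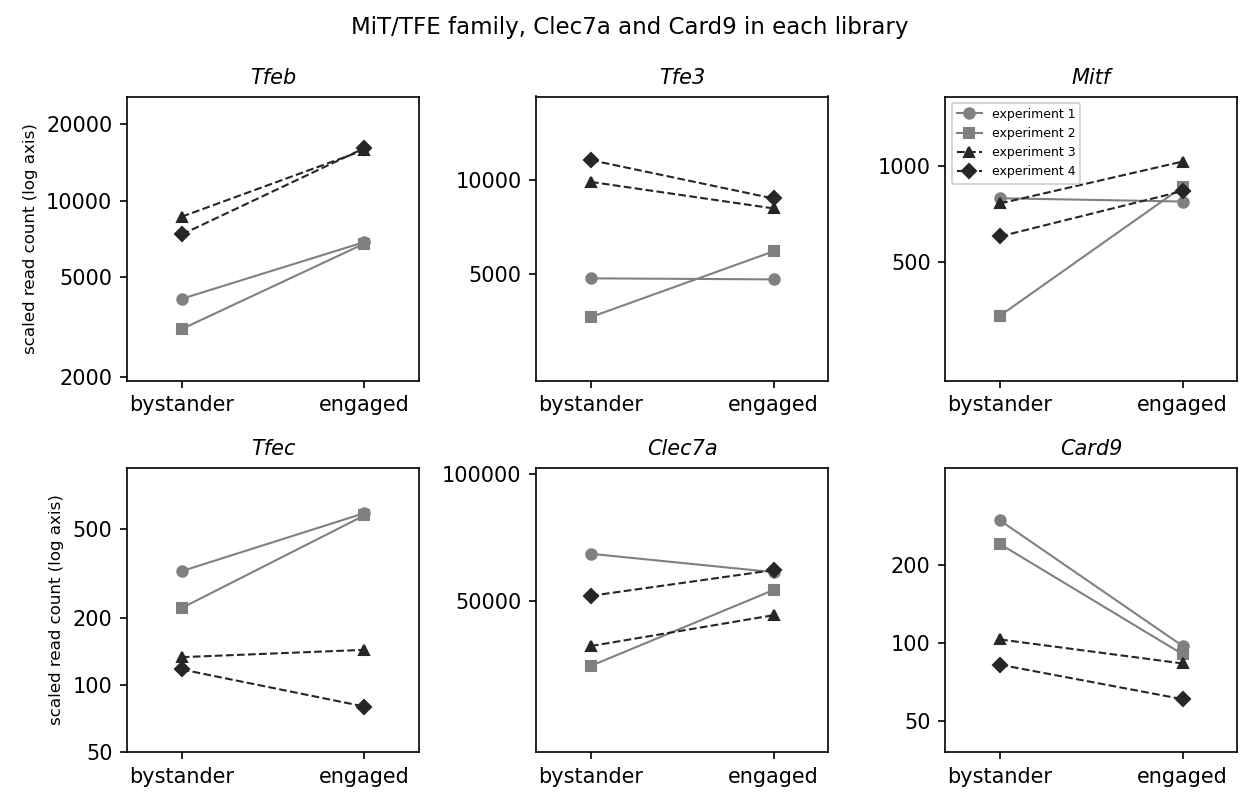
Scaled read counts (log axis) of *Tfeb*, *Tfe3*, *Mitf*, *Tfec*, *Clec7a* and *Card9* in each bystander and engaged sample, with a line joining the samples of an experiment (grey solid, experiments 1 and 2; dark dashed, experiments 3 and 4). All 4 lines rise for *Tfeb* and all 4 fall for *Card9*, while those of *Tfe3*, *Mitf*, *Tfec* and *Clec7a* differ in direction.

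The CLEAR list of lysosomal, proton pump and autophagy genes was shifted upward in engaged cells. Of its 104 tested genes 88 were higher, with a median log2 change of 1.00 against 0.03 for all tested genes (camera adjusted p 1.99e-16). The median was 1.10 in experiments 1 and 2 and 0.88 in experiments 3 and 4. Past an adjusted p of 0.05 over all genes there were 26 of the 104 without a block, 25 of them higher (limma), and 60 when adjusted over the list alone. With the block there were 75, of which 67 were higher and 8 lower, and 83 when adjusted over the list alone. The mean log2 level of the list was 11.14 ± 0.26 in bystander and 11.98 ± 0.13 in engaged samples (SD, n = 4). The difference was 0.85, with p = 0.0286 in a two-sided exact permutation test, the smallest value that 70 assignments allow. In a two-sided exact sign-flip test within experiments p was 0.125, the smallest that 16 flips allow, so that this test could not reach the threshold. The difference was 0.64, 1.10, 0.72 and 0.94 in experiments 1 to 4.

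Each part of the CLEAR list moved the same way by camera. The median log2 change was 1.35 for lysosomal membrane proteins (15 of 17 higher, adjusted p 1.45e-09), 1.13 for V-ATPase subunits (16 of 17 higher, adjusted p 1.09e-10), 0.92 for hydrolases and cofactors (36 of 46 higher, adjusted p 2.40e-07) and 0.65 for autophagy and mTORC1 nutrient sensing (21 of 24 higher, adjusted p 1.66e-04). Over all genes limma called 13 hydrolase, 5 membrane, 5 V-ATPase and 3 autophagy genes without the block, and 25, 13, 16 and 7 when adjusted over the list alone. With the block it called 31, 13, 17 and 14, and 36, 14, 17 and 16 when adjusted over the list alone. Within experiments 1 and 2 and within experiments 3 and 4 the medians were 0.81 and 0.85 for hydrolases, 1.28 and 1.17 for membrane proteins, 1.25 and 1.01 for V-ATPase and 0.82 and 0.55 for autophagy. The calls for the CLEAR list, membrane proteins, V-ATPase, hydrolases and granule proteins held under fry (adjusted p 0.00262 each, no block). The calls for autophagy (fry adjusted p 0.160 without, 0.0325 with the block) and inflammatory genes (0.0702 without, 0.0791 with the block) did not hold under fry without the block. With the inter-gene correlation estimated from the samples, no list passed the threshold, and the smallest adjusted p was 0.0916 without and 0.271 with the block.

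In the CLEAR list the genes with the smallest p-values were *Atp6v0d2*, *Naglu*, *Atp6v1c1*, *Plbd2* and *Gla*. *Atp6v0d2*, a V-ATPase subunit (ENSMUSG00000028238, chromosome 4, 19876841 to 19922605), rose by 2.59 ± 0.39, from 916 to 4908 scaled counts in experiments 1 and 2 and from 1255 to 7888 in experiments 3 and 4. *Naglu* (ENSMUSG00000001751, chromosome 11, 101070012 to 101077672) rose by 2.41 ± 0.45, *Atp6v1c1* (ENSMUSG00000022295, chromosome 15, 38661933 to 38692446) by 2.03 ± 0.44, *Plbd2* (ENSMUSG00000029598, chromosome 5, 120483282 to 120503625, overlapped by *Sds* on the opposite strand) by 1.43 ± 0.15 and *Gla* (ENSMUSG00000031266, chromosome X, 134588149 to 134601125) by 1.69 ± 0.40 (SD, n = 4 experiments). The ratio of *Plbd2* was lowest in experiment 3, at 1.21. The adjusted p of the 5 genes ranged from 0.0163 to 0.0183 (limma, no block). In the other parts of the list, *Lamp1* (ENSMUSG00000031447, chromosome 8, 13159161 to 13175338, overlapped by *Grtp1* on the opposite strand) rose by 1.66 ± 0.41 and *Rragd* (ENSMUSG00000028278, chromosome 4, 32983037 to 33022180, overlapped by a pseudogene on the opposite strand) by 2.52 ± 0.67, each with an adjusted p of 0.0185 (limma, no block). All of these calls were lost when any of the libraries bystander 1, bystander 4 and engaged 1 to 3 was left out without a block (adjusted p up to 0.0765), and all held in the blocked fit with any experiment left out.

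**Figure D3:**
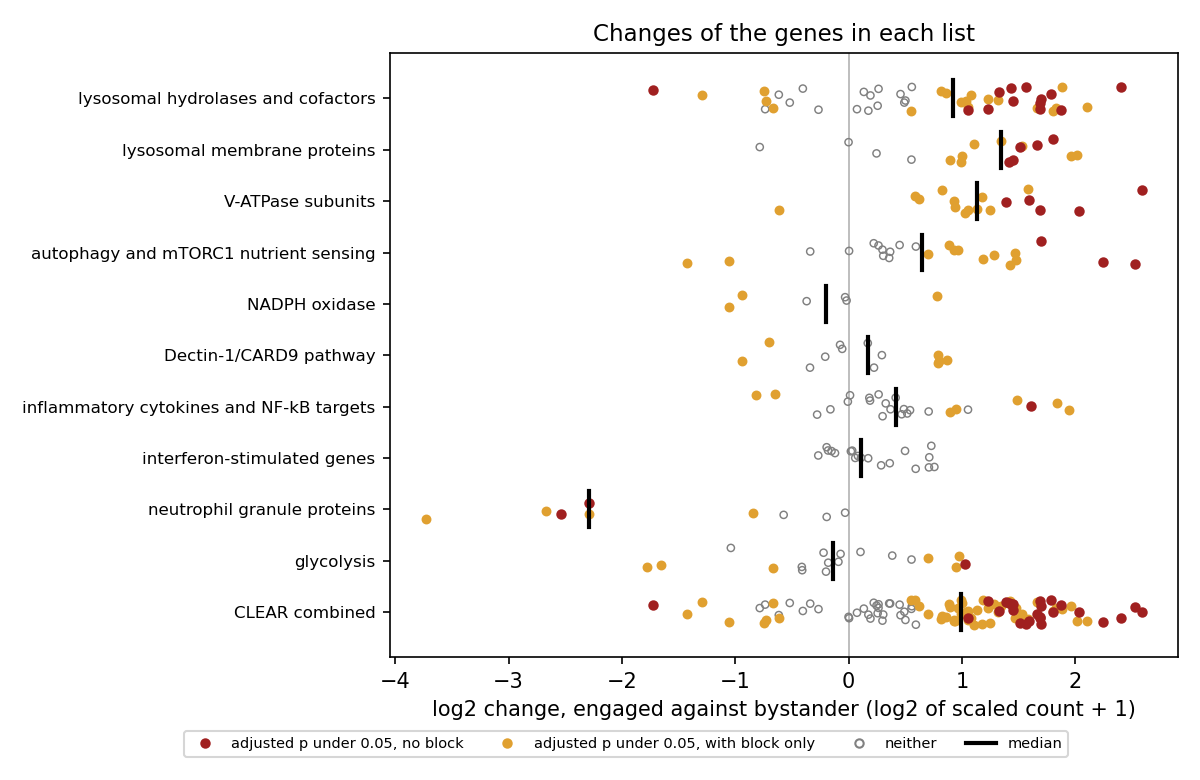
Log2 change of each gene, engaged against bystander, in the 11 lists tested, with a black bar at each list's median; red points passed an adjusted p of 0.05 without a block, yellow points only with it, and open points in neither fit (limma). The medians of the lysosomal lists lie between 0.65 and 1.35, and that of the granule proteins at -2.29.

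Neutrophil granule protein genes were lower in engaged cells, with a median log2 change of -2.29 and 9 of 9 tested genes lower (camera adjusted p 3.99e-05). The median was -2.84 in experiments 1 and 2 and -1.31 in experiments 3 and 4. Of the 9 genes limma called 2 without the block and 6 with it, or 5 and 7 when adjusted over the list alone. The gene with the smallest p-value was *Mmp9* (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850), which fell by 2.29 on the log2 scale with an SD of 0.66 (n = 4 experiments, limma adjusted p 0.0187, and up to 0.0765 without bystander 1, bystander 4 or engaged 1 to 3). The primary granule genes *Mpo*, *Elane* and *Ctsg* lacked values in some columns and were not among the 9. Inflammatory cytokine and NF-kB target genes had a median change of 0.42 with 20 of 25 higher (camera adjusted p 0.0221), and *Ccl3* (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355) rose by 1.61 ± 0.40 (SD, n = 4 experiments, limma adjusted p 0.0325, and above 0.05 without bystander 1, bystander 4 or any of the engaged libraries, up to 0.104). The ratio of *Ccl3* was highest in experiment 2, at 2.21. In the inflammatory list limma called 1 gene without the block and 8 with it, the same numbers when adjusted over the list alone. The median of the inflammatory list was 0.88 in experiment 2 and 0.23, 0.14 and 0.18 in experiments 1, 3 and 4. Its call was lost without engaged 1, engaged 2 or bystander 3, with an adjusted p of up to 0.126.

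The other 4 lists were not shifted by camera. The median change was -0.20 for NADPH oxidase (5 of 6 lower, adjusted p 0.342), 0.17 for the Dectin-1/CARD9 pathway (7 of 13 higher, adjusted p 0.660), 0.11 for interferon-stimulated genes (14 of 19 higher, adjusted p 0.731) and -0.13 for glycolysis (11 of 18 lower, adjusted p 0.731). The medians in experiments 1 and 2 and in experiments 3 and 4 were -0.02 and -0.48 for NADPH oxidase, 0.23 and -0.05 for the Dectin-1/CARD9 pathway, 0.57 and -0.08 for interferon-stimulated genes and -0.28 and 0.11 for glycolysis. In experiments 1 and 2 taken apart the medians were -0.23 and 0.17 for NADPH oxidase, -0.14 and 0.53 for the Dectin-1/CARD9 pathway, 0.16 and 1.01 for interferon-stimulated genes and -0.48 and -0.16 for glycolysis. Interferon-stimulated genes passed by camera in experiments 1 and 2 alone (adjusted p 0.0309), where most of the shift lay in experiment 2, and whether this differs from experiments 3 and 4 was not tested. Without the block limma called 0 of the NADPH oxidase genes (3 at an unadjusted p under 0.05), 0 of the Dectin-1/CARD9 genes (4), 0 of the interferon-stimulated genes (0) and 1 of the glycolysis genes, or 3, 0, 0 and 2 when adjusted over the list alone. With the block it called 3, 6, 0 (2 at an unadjusted p under 0.05) and 7, or 3, 6, 0 and 8 when adjusted over the list alone. Within these lists *Rac2* (ENSMUSG00000033220, chromosome 15, 78559167 to 78572783) fell by 0.94 with an SD of 0.22 (n = 4 experiments) and *Vav1* (ENSMUSG00000034116, chromosome 17, 57279100 to 57328031) rose by 0.79 ± 0.48, both past the threshold with the block (limma adjusted p 0.00702 and 0.0305) and not without it (0.0727 and 0.156). The blocked call of *Vav1* was lost without experiment 1, 3 or 4 (limma adjusted p 0.0802, 0.0604 and 0.0797). The ratios of *Vav1* and *Rsad2* were highest in experiment 2, at 1.498 and 1.95. Without the block *Rac2* also passed after rescaling by median ratios (adjusted p 0.0408) or upper quartiles (0.0372), and on recovered reads in DESeq2 (0.000734), limma-voom (0.0433) and edgeR (0.0481, and 0.0329 in experiments 1 and 2). *Rsad2* (ENSMUSG00000020641, chromosome 12, 26442746 to 26456452) rose by 0.73 ± 0.82 and passed in neither fit (limma adjusted p 0.756 and 0.107). *Tpi1* (ENSMUSG00000023456, chromosome 6, 124810586 to 124814296, overlapped by *Spsb2* on the opposite strand) rose by 1.03 ± 0.08 and passed in both (limma adjusted p 0.0492 without and 0.00248 with the block), but not without the block when any 1 of the 8 libraries was left out (adjusted p up to 0.141) or without a filter on low values (0.0534).

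Among all genes past the threshold, the largest increases were those of *Gpnmb* (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929), *Gm13391* (ENSMUSG00000086109, a long noncoding RNA, chromosome 2, 6472000 to 6478619), *Hpgds* (ENSMUSG00000029919, chromosome 6, 65117293 to 65144908, overlapped by a pseudogene on the opposite strand), *4933430I17Rik* (ENSMUSG00000058046, chromosome 4, 62525369 to 62547993) and *1700020N01Rik* (ENSMUSG00000050844, chromosome 10, 21593145 to 21622376). Their log2 changes were 3.54 ± 0.49, 3.25 ± 0.52, 3.19 ± 0.86, 3.17 ± 1.38 and 3.07 ± 0.87 (SD, n = 4 experiments), with adjusted p between 0.0163 and 0.0466 (limma, no block) and between 0.000363 and 0.00851 with the block. *Gpnmb* went from a mean of 2912 to 40622 scaled counts in experiments 1 and 2 and from 893 to 7915 in experiments 3 and 4. *4933430I17Rik* was low, at means of 1.72 in bystander and 54.3 in engaged samples in experiments 1 and 2 and 4.62 and 21.03 in experiments 3 and 4. Without the block these 5 calls were lost without bystander 1, bystander 4, engaged 1, engaged 2 or engaged 3, with an adjusted p of up to 0.130 (limma). The ratio of *Hpgds* was highest in experiment 2, at 4.47. The call of *Gpnmb* was also lost without bystander 2 or 3, and those of *1700020N01Rik* and *4933430I17Rik* without bystander 2. These 3 genes did not pass in experiments 3 and 4 alone (limma adjusted p 0.0527, 0.0570 and 0.0570). *Gpnmb* was also above the threshold after rescaling by median ratios (0.0546) or upper quartiles (0.0670), without a filter on low values (0.0520) and in edgeR (0.0568). With the block, that of *4933430I17Rik* was lost without experiment 1 (adjusted p 0.0680).

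The largest decreases were those of *Chil5* (ENSMUSG00000043873, chromosome 3, 106016919 to 106032814), *Bmx* (ENSMUSG00000031377, chromosome X, 164192842 to 164258193), *Panct2* (ENSMUSG00000097814, chromosome 1, 96871126 to 96907796), *Lins1* (ENSMUSG00000053091, chromosome 7, 66689889 to 66717256) and *Asb7* (ENSMUSG00000030509, chromosome 7, 66644565 to 66689596). Their log2 changes were -3.44 ± 1.95, -3.37 ± 1.94, -3.31 ± 2.00, -3.11 ± 1.56 and -3.04 ± 1.13 (SD, n = 4 experiments), with adjusted p between 0.0198 and 0.0443 (limma, no block) and between 0.00131 and 0.0134 with the block. *Panct2* is classed as antisense and overlaps *Slco4c1* and *Slco6b1*, and *Chil5* is overlapped by an antisense gene and has paralogs, so the reads counted for both are uncertain. *Chil5* and *Panct2* were also low in engaged cells, at mean scaled counts of 2.29 and 1.90 in experiments 1 and 2. In experiments 3 and 4 their engaged means were 14.3 and 5.14. The sizes of these 2 changes therefore depend on the pseudocount. *Lins1* and *Asb7* are neighbours on opposite strands. The decreases were larger in experiments 1 and 2 than in experiments 3 and 4 for all 5 genes, and for *Bmx* the difference passed the threshold when tested itself (-5.03 against -1.71, interaction, adjusted p 0.0237). The interaction adjusted p of the other 4 genes was between 0.0533 and 0.128. The calls of *Gpnmb*, *Chil5*, *Panct2* and *1700020N01Rik* also depended on the method, with an adjusted p of 0.0574, 0.0563, 0.105 and 0.0672 in limma-voom on recovered reads, as did that of *4933430I17Rik*, at 0.0806. *Chil5* was also above the threshold in edgeR (0.0581) and with a pseudocount of 0.1 (0.0557), and *Panct2* with a pseudocount of 5 (0.05003). None of the 5 decreases passed in experiments 3 and 4 alone (limma adjusted p from 0.0549 to 0.140). Without the block the calls of the 5 decreases were lost without bystander 1, bystander 4 or engaged 1 to 3 (limma adjusted p up to 0.132). Those of *Bmx*, *Chil5*, *Panct2* and *Lins1* were also lost without bystander 2 (adjusted p 0.0672, 0.104, 0.0967 and 0.0524), those of *Chil5* and *Panct2* without bystander 3 (0.0517 and 0.0670) and that of *Panct2* without engaged 4 (0.0543). With the block, those of *Chil5* (adjusted p 0.0575 and 0.0534) and *Panct2* (0.103 and 0.0674) were lost without experiment 1 or experiment 2.

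Marker genes of cell types were followed in the same samples as a measure of what else the sorted cells held. The median log2 change of the 8 neutrophil markers was -1.84, with 7 lower and 1 higher. It was -2.68 in experiments 1 and 2 and -0.82 in experiments 3 and 4. The 12 markers of monocytes or macrophages changed by a median of -0.26, made up of -0.87 in experiments 1 and 2 and 1.36 in experiments 3 and 4. For alveolar macrophages the median was -0.14 (-0.99 and 0.77), for dendritic cells -0.36 (-1.05 and 0.59), for lymphocytes -1.40 (-2.72 and -0.00), for lung epithelium -0.89 (-1.38 and -0.59), for endothelium or stroma -0.11 (-1.80 and 0.71) and for erythroid cells or platelets -0.28 (-0.67 and 0.21), with the values of experiments 1 and 2 and of experiments 3 and 4 in parentheses. The difference between the pairs of experiments passed the threshold for 7 of the 8 lists by camera on the interaction term, the exception being lung epithelium (adjusted p 0.125). In the experiments taken apart, the medians of experiment 2 lay furthest below 0 for most of these lists. In experiments 1 and 2 they were -0.93 and -4.37 for lymphocytes, -0.76 and -2.03 for lung epithelium, -0.61 and -2.85 for endothelium or stroma, -0.73 and -2.004 for dendritic cells, -0.65 and -1.35 for alveolar macrophages, and of opposite signs for erythroid cells or platelets (0.34 and -2.02). In experiments 3 and 4 alveolar macrophage markers (1.37 and -0.34), lymphocyte markers (-0.39 and 0.27) and erythroid or platelet markers (-0.03 and 0.77) had opposite signs. Without experiment 2, a test chosen after the data had been seen, the difference between the pairs passed for 3 of the 8 lists by camera, those of neutrophils, monocytes or macrophages and dendritic cells (adjusted p 0.00525, 0.00594 and 0.00525). For alveolar macrophages, lymphocytes, endothelium or stroma and erythroid cells or platelets the adjusted p rose to 0.0563, 0.0682, 0.0682 and 0.985.

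**Figure D4:**
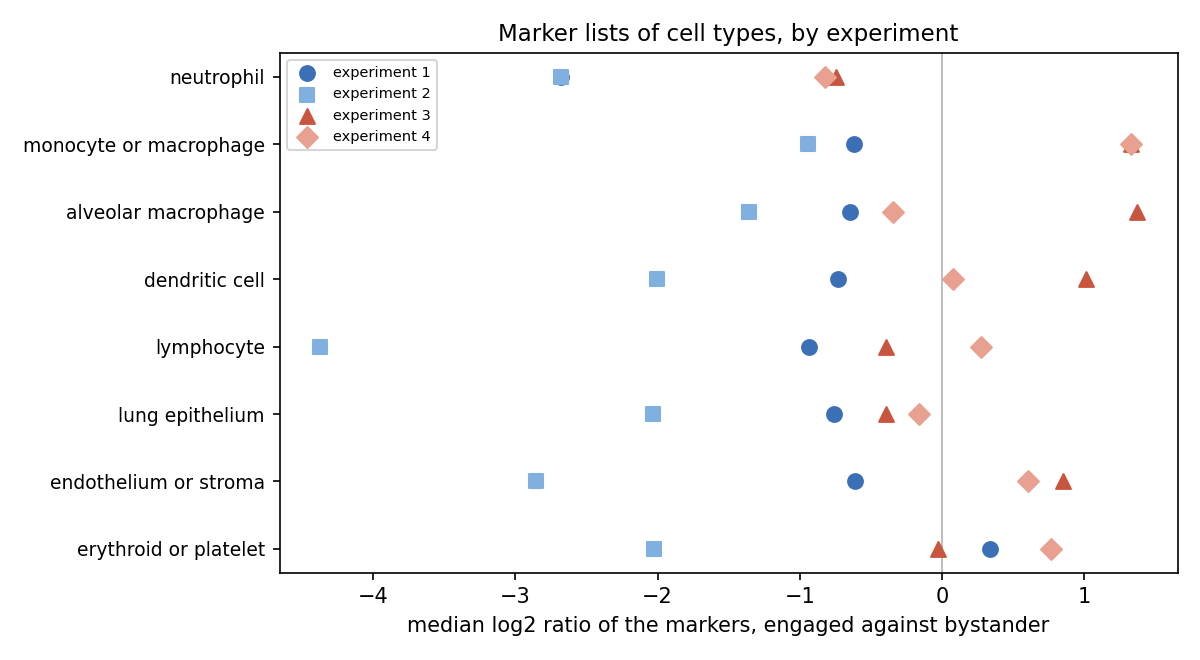
Median log2 ratio, engaged against bystander, of the markers of 8 cell types in each of the 4 experiments, marked by colour and shape. The neutrophil markers lie below 0 in all 4 experiments, and the monocyte or macrophage markers lie below 0 in experiments 1 and 2 and above 0 in experiments 3 and 4.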

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

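The tests of dilution, depth, scaling, other lung cells' RNA and a wrong label in bystander 2 were chosen after the results had been seen. So were all tests on genes with values in only a pair of experiments. Each group of 4 values was examined for a sample whose gap to the nearest other value took a share of the group's range above Dixon's critical value for 4 samples. Chance singles out about 1 in 20 groups, and 7 of 120 did so. However, 6 of the 7 were sets of ratios, and 5 of these had experiment 2 apart. Levels within a group span the separately scaled pairs of experiments, which widens their range and makes 1 sample apart harder to find. The pooled number therefore does not decide whether chance gives the flags.

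Of the 6 sets of ratios that stood apart, 5 did so because experiment 2 was highest. The gap was 0.887 of the range for *Hpgds*, whose log2 ratio was 4.47 in experiment 2 and at most 2.83 elsewhere. It was 0.888 for *Vav1*, 0.930 for *Ccl3*, 0.848 for *Rsad2* and 0.872 for the median of the inflammatory list. In the bystander samples the mean of the Dectin-1/CARD9 list was lowest in experiment 2, with a gap of 0.834. For the 4 genes the difference lay in the bystander sample, which was below bystander 1 by -1.54, -0.76, -0.60 and -1.26 on the log2 scale, while engaged 2 and engaged 1 differed by 0.10, 0.14, 0.22 and 0.21.

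Dilution of neutrophil RNA in bystander 2 would lower its neutrophil markers too. Their median log2 ratio to bystander 1 was 0.0497, with 4 of the 8 lower and 4 higher, from -0.56 to 0.60. None was as low as the ratios of the 4 genes, which ran from -0.60 to -1.54. For *Hpgds* and *Rsad2*, at -1.54 and -1.26, this argues against dilution as the whole cause. For *Ccl3* and *Vav1*, at -0.60 and -0.76, the values lie too near the lowest marker, at -0.56, to decide. A smaller dilution stays open, since the markers moved both ways. A wrong label is argued against by 7 of 8 neutrophil markers lying nearer to bystander 1 than to the engaged samples. Of 26 markers of other lung cells, 25 were highest in that sample, consistent with RNA of such cells there, and whether it accounts for the low values was not separated from dilution. Scaling would shift every gene by the same amount, but the median ratio to bystander 1 over all tested genes was -0.10. This argues against scaling as the whole cause for the 4 genes. Recovered reads were 19.96 M in bystander 2 and 22.3 M in bystander 1. *Vav1*, *Ccl3* and *Rsad2* had scaled counts of at least 11558 in bystander 2, which argues against depth for these genes. *Hpgds* had 22.7, so depth stays open for it. A bystander population in another state in experiment 2 stays open as a hypothesis and was not tested.

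*Plbd2* was singled out by experiment 3, the lowest of its 4 log2 ratios at 1.21 against 1.53, 1.51 and 1.47, with a gap of 0.832. All 4 ratios were positive. No test was made of a cause in that experiment, and no biological explanation was tested.

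Genes without values in all 8 columns were outside the comparison. Among 583 genes with values only in experiments 1 and 2 that passed the filter, 8 were called in a fit of those experiments (limma), all of them lower in engaged cells. Of the 583, 568 were highest in bystander 2, which is consistent with RNA of other lung cells in that sample. This explanation concerns the bystander side, and an effect of engagement on these genes was not separated from it.

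Among 72 tested genes with values only in experiments 3 and 4, 4 were called, all higher in engaged cells. They are named after their values were seen: *Mpo* changed by 2.89 (limma adjusted p 0.020), *March8* by 1.29 (0.0234), *Aspg* by 4.15 (0.0319) and *March4* by 2.67 (0.0367). The symbols of *March8* and *March4* are numbers in the table, and their names were taken from the annotation by gene identifier. All 20 of the 20 symbols of this kind had values only in experiments 3 and 4, in line with gene names turned into dates before the tables were joined. Of the 553 genes with a proper symbol in this class, 90.2% had a mean scaled count under 10, against 19.2% of genes with values in all columns, consistent with a filter on low counts in experiments 1 and 2 before deposit. However, 21 genes with values in all columns had a mean under 1 in experiments 1 and 2, so the form of such a filter is not known. These explanations concern the missing values, and the rise in engaged cells stays open. *Mpo* went against the fall of the granule genes that were tested, but at low levels. Its scaled counts were 4.78 and 7.80 in bystander 3 and 4, and 65.2 and 41.4 in engaged 3 and 4. *March4* (2.87 and 2.23) and *Aspg* (14.4 and 1.11) were also low in bystander 3 and 4.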

How the results depend on the processing

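Tests chosen after the data had been seen were edgeR on recovered reads, the offset left in, a term for the pair of experiments, each pair alone, the blocked fit without each experiment, blocked fry and estimated correlation, and the blocked GC and length correction. For every change named below the cause was not tested, except where fewer samples or a stricter threshold are the alternative itself.

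The number of genes called moved most. Against 517 genes (276 higher, 241 lower), the replicate block gave 2738 (1408 and 1330), its correction for GC and length 2548 (1386 and 1162), edgeR with the replicate block 2524 (1282 and 1242) and the term for the pair of experiments 3128 (1594 and 1534). DESeq2 gave 1625 (804 and 821) and upper-quartile scaling 852 (420 and 432). Experiments 1 and 2 alone gave 2026 (925 and 1101), or 2163 (886 and 1277) with edgeR, and experiments 3 and 4 alone gave 424 higher genes. Without the block, an adjusted p under 0.01 left 0, 0 and 0, and so did a 1.5-fold change by treat, with 943 genes at an unadjusted p under 0.05. Without 1 library and without the block the count ranged from 0 to 467 (higher 0 to 253, lower 0 to 248), and 5 of the 8 libraries gave 0, with 1792 to 1998 genes at an unadjusted p under 0.05. In the blocked fit without 1 experiment it was 1394 (813 higher, 581 lower) without experiment 1, 2486 (1286 and 1200) without 2, 2139 (1050 and 1089) without 3 and 2027 (997 and 1030) without 4. The count stayed within 1.5 times of 517 in the other alternatives run, from 443 to 705.

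Under the estimated inter-gene correlation the CLEAR list, hydrolases, membrane proteins, V-ATPase and granule proteins had an adjusted p of 0.0916, autophagy 0.526 and inflammatory genes 0.316. With the replicate block and the estimated correlation these were 0.271 for the first 5 lists, 0.451 and 0.490. Fry gave 0.160 for autophagy and 0.0702 for inflammatory genes. Fry with the replicate block gave 0.0791 for inflammatory genes, and 0.818 for glycolysis with the direction reversed. The CLEAR score kept its difference of 0.85 in the sign-flip test within experiments, whose p of 0.125 is the smallest that exact test allows.

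In experiments 1 and 2 alone, *Tfe3* changed by 0.34 (0.29 with edgeR) and interferon-stimulated genes passed at 0.0309. In experiments 3 and 4 alone, *Tfec* changed by -0.22 and the adjusted p was 0.0733 for inflammatory genes, and 0.0820 for interferon-stimulated genes and 0.251 for glycolysis, both reversed. *Tfe3* changed by 0.12 with the replicate block and GC and length correction. Without 1 library *Tfe3* ranged from -0.29 to 0.26, and the adjusted p from 0.342 to 0.936 for the Dectin-1/CARD9 list, 0.00103 to 0.126 for inflammatory genes, 0.0675 to 0.459 for interferon-stimulated genes and 0.376 to 0.999 for glycolysis. The direction was reversed for interferon-stimulated genes without engaged 1, engaged 2, bystander 3 or bystander 4 (adjusted p 0.283, 0.308, 0.452 and 0.459), for glycolysis without engaged 1, engaged 2 or bystander 4 (0.681, 0.966 and 0.999) and for the Dectin-1/CARD9 list without bystander 2 (0.936). In the blocked fit without 1 experiment *Tfe3* changed by 0.00288, -0.23, 0.0934 and 0.14 without experiments 1 to 4, and the adjusted p ranged from 0.00131 to 0.0683 for inflammatory genes, 0.0812 to 0.552 for interferon-stimulated genes (0.440 and reversed without experiment 2) and 0.407 to 0.803 for glycolysis (0.590 and reversed without experiment 1). None of the reversed values was past the threshold.

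The 5 lists other than autophagy and inflammatory genes that were called kept their direction and call under the alternatives run for lists, except the estimated correlation. DESeq2, edgeR and upper-quartile scaling were not run for lists. The replicate block changed the calls of *Tfeb* (adjusted p 0.00416), *Card9* (0.0439), *Rac2* (0.00702) and *Vav1* (0.0305) among the genes named and, with 2738 genes called, changed no other call among the genes and lists named.

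Whether depth limited the calls of low genes more than those of high genes was not tested. The filter at a mean of 10 scaled counts left 12150 genes, and without a filter 451 were called. The recovered reads ranged from 19.96 to 37.6 M per library where a column held 1 library.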

Other observations

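Tests chosen after the results had been seen were the blocked GC and length correction, the blocked splits for the lists, and those of averaging, scaling, macrophages and monocytes, the share of neutrophils, the difference between the pairs of experiments, and all tests on bystander 2 except that on the CLEAR list. The other splits of the samples and the test of bystander 2 on the CLEAR list were written down beforehand.

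Chance as the cause of the number of called genes was not excluded by splits alone, since 2 of the 35 splits of the 8 samples into 4 and 4 gave as many changed genes, and likewise 2 for higher and 2 for lower genes. The other split was that by pair of experiments, with 4909 genes, 3152 one way and 1757 the other. The pairs were scaled separately, but whether their difference is technical or biological was not tested. With the replicate block, 1 of the 8 splits that part all experiments, the real one, gave as many genes, and 8 splits are too few to exclude chance. It called 2738 genes and the other 7 called 0 (limma), with up to 518 at an unadjusted p under 0.05.

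For the lists, with samples exchanged freely across experiments, chance was excluded for membrane proteins, V-ATPase subunits and granule proteins, where 1 of the 35 splits, the real one, gave a camera p as small. It was not excluded for hydrolases (2 of 35), autophagy (6 of 35), inflammatory genes (13 of 35) and the CLEAR list (2 of 35). The other split for the CLEAR list set bystander 1 and engaged 1, 3 and 4 against the rest, with a camera p of 1.47e-17 against 1.81e-17. With the replicate block the real split gave 5.77e-17 and the smallest of the other splits 2.32e-13. Both of these other splits keep part of the real difference, the first that of experiments 3 and 4 and the second that of all experiments but experiment 1, while bystander 1 and 2 with engaged 3 and 4 against the rest gave 0.477, or 0.579 with the block. The experiment numbers were taken to pair the samples, though most of that pairing lay between the pairs of experiments. With the mean of each pair removed, r was -0.09 for experiments 1 and 2 and 0.31 for experiments 3 and 4. The comparison that keeps the assumed pairing is that among the 8 splits that part all experiments. In it 1 of 8 gave a blocked camera p as small for hydrolases, membrane proteins, V-ATPase subunits, granule proteins and the CLEAR list, 2 for autophagy and 3 for inflammatory genes, and 8 splits are too few to exclude chance for any list.

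The rise of the CLEAR list was weighed against several technical causes. Its median log2 change was 1.06 after correction for GC content and length in the blocked fit, 1.10 in experiments 1 and 2, where no column is an average, 0.85 without experiment 2, and 0.96 above the median of all genes, which argues against each of these as the whole cause. Macrophages or monocytes among the engaged cells would bring their own transcripts. In experiments 1 and 2 the median change of 21 of their markers, with *Atp6v0d2* left out, was -0.92, which argues against such cells as the cause there. In experiments 3 and 4 their median change was 0.86. The summed scaled counts of the 21 markers changed by -1919.8, from 38084 to 36164, a sum in which *Csf1r* went from 23967 to 17419, while the markers that rose in both experiments gained 7846 together. The CLEAR genes gained 1199240 scaled counts, with a median gain of 1860 per gene, whereas the 11 markers that were low in bystander cells, with a mean under 100, reached at most 148.5 in the engaged columns (*Ccr2*), and *C1qa*, *C1qb* and *C1qc* reached 38.6, 73.7 and 36.4. This argues against such cells as the whole cause of the rise in experiments 3 and 4. Whether they account for part of it stays open, since the sum does not decide where a high baseline would hide a small share. Also open is an effect of engagement with the fungus, which the groups of the design name, and chance was not excluded for the list as a whole by splits.

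In experiments 3 and 4, 12 of the 21 monocyte and macrophage markers were higher in the engaged columns of both, against 41.0% of all tested genes, with *Apoe* going from 5053 to 11347 scaled counts. *Csf1r*, *Adgre1*, *Ly6c2*, *Siglecf*, *Car4* and *Pparg* fell. Whether RNA of monocytes or macrophages or expression in neutrophils raised those 12 cannot be told apart, because the markers moved in both directions and no sample of either cell type was analysed here.

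The fall of neutrophil markers and granule genes may not come from a lower share of neutrophils alone. The 8 markers moved by different amounts, from -2.31 to 0.80 (permutation p 1e-05 of a one-sided F statistic, the smallest that 1e+05 shuffles give), and the granule list was at -2.16 after correction for GC content and length in the blocked fit. A change of expression in engaged cells stays open as a hypothesis.

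Bystander 2 held more transcripts of epithelium, endothelium or stroma and lymphocytes than the other samples of experiments 1 and 2. Of 26 such markers 25 were highest there, with a median log2 ratio to bystander 1 of 2.24, against 31.2% of tested genes highest there, which is consistent with RNA of other lung cells in that sample. A scaling factor would move all genes alike, and these markers lay 2.34 above the median of all tested genes in that ratio. Lower depth would give fewer reads, and 25 of the 26 markers had more recovered reads in bystander 2 than in bystander 1. Both are argued against, as is a wrong label by 7 of 8 neutrophil markers.

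The change on engagement differed between the pairs of experiments for 135 genes (limma interaction, 1926 at an unadjusted p under 0.05), of which *Prok2*, at -1.09 in experiments 1 and 2 and 2.21 in experiments 3 and 4, had the smallest adjusted p (0.00199) and is named after its value was seen. Without experiment 2, limma called 0 (1363 at an unadjusted p under 0.05), a test with fewer samples. The 135 genes had a median difference of 2.51 with experiment 2 and 2.54 without it, 135 of 135 with the same sign, though they were chosen for this difference. Over 51 markers of other cells the median difference was 1.82 with experiment 2 and 0.87 without it, so RNA of other lung cells in bystander 2 may explain part and is argued against as the whole cause. Markers of monocytes or macrophages and of dendritic cells still differed without experiment 2 (camera adjusted p 0.00594 and 0.00525), and those of lymphocytes and endothelium or stroma did not (0.0682 for both). The separate scaling would move all genes alike, but the 51 markers lay 1.85 above the median of all tested genes in this difference, which argues against it as the cause. The averaging of 2 libraries goes with the same pairs of experiments and was not separated from this difference.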
